A study of Homo sapiens with 6 samples. Its data were reported in "The syntenic long non-coding RNA DANCR is an essential regulator of zebrafish development and a human melanoma oncogene" (2025).

How the data were processed

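Poly(A) RNA of SK-MEL-28 melanoma cells was sequenced by the authors from strand-marked (dUTP) paired-end libraries on an Illumina HiSeq instrument after transfection with an siRNA against DANCR or a non-targeting control siRNA. The labels put 3 libraries in the control group and 3 in the siDANCR group, 6 in all. The study's methods describe the RNA as prepared in triplicate. The labels give DMEM as the culture medium and the study's methods give RPMI, which was not settled here.

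Per the submitters' processing notes, reads were trimmed with Trim Galore 0.4.4 and aligned with Bowtie 1.1.2 to hg19 (GRCh37), and DESeq2 was used for the comparison. The DESeq2 version, the gene annotation, the counting tool and whether counting used the strand are not given in the sources used here. Bowtie of this generation does not split reads over introns, so how reads across exon junctions were handled is not known here and could lower the counts of genes with short exons.

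The deposited files used here are a pair of sheets with 1 row per gene. The first column of numbers is the mean normalised count over all libraries, a signal that the authors scaled for sequencing depth. The authors also deposited the log2 fold change of siDANCR against control with its standard error (SE), the Wald statistic, which is a score with no fixed range, and the p-value and adjusted p-value. The larger sheet holds 13449 genes and the smaller one 98. All values of the 98 genes were equal in both sheets. The 98 are the genes at an adjusted p of at most 0.05. The Wald statistic equalled the fold change over its SE, and the adjusted p equalled a Benjamini-Hochberg adjustment over the 13449 genes, so the sheet holds genes that had passed the authors' filter on low counts. The lowest mean in it was 23.1 normalised counts and the median 322.5. There are 0 columns of values per library. Depth per library, the spread between replicates and the agreement of replicates could therefore not be computed here, and precision is given by the authors' SE, whose median over genes was 0.20.

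No test of single genes was added. The planned edgeR test needs counts per library, so calls are those of the authors' DESeq2 Wald test (two-sided, adjusted p of at most 0.05, no fold minimum), as fixed before the data were examined for files of this kind. Percent of control is 100 times 2 to the power of the log2 fold change, and its 95% interval comes from the authors' SE under a normal approximation. Gene IDs were matched to symbols without their version numbers. Of the IDs, 13161 were named from the reference gene table and 2 (TXNIP and RP11-115J16.1) from the study's own list of genes, and 286 stayed unnamed. Positions are those of GENCODE v44 lifted to GRCh37.

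Genes to be named were fixed by rule before the data were examined. They are DANCR; among genes past the threshold with a mean of at least 50, the 10 with the most negative and the 10 with the most positive fold change; genes that the study names, among them CDKN1A, CCND1, GAS1, ALDH1A3, MMP8 and MMP15; the neighbours USP46 and RASL11B; MITF and MYC, placed upstream of DANCR by the study; and up to 4 members of each gene list in order of p. The rule gave no examples where no member of a list was near the threshold, without defining near. SEL1L, HSPA5, UNG and RRM2 come from lists with no called member. EMILIN2, as the called matrix gene that fell, was named outside these rules. So were TIMP3, CHST14, G3BP2, MESD, PRSS23, DCTN5, SFXN3 and TRAK2, for their seed sites, and the genes with a mean under 50. RASL11B was not among the 13449 genes. Some genes that these rules cover are not reported here.

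A set of 25 gene lists was fixed at the same time, but after the study and its list of called genes had been read, so lists that hold called genes are not independent of these samples. Lists with at least 5 measured members were tested with cameraPR in limma 3.58.1 (R 4.3.3) on the Wald statistic, two-sided, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 21 lists tested. The list of genes named in the study was not tested as a set. A correlation estimated from the data needs values per library and could not be had, and 0.05 was used as an alternative. On simulated statistics for the 13449 genes, with a pair of lists shifted in each of 20 data sets, the test recovered 92.5% of lists shifted by 1 unit of the statistic and 12.5% of lists shifted by 0.5. The simulated statistics were independent between genes, so recovery in lists of correlated genes may differ.

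Other calculations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots used matplotlib 3.10.9. Transcript GC content and length were taken from the canonical transcript of each gene (13029 genes). The siRNA sequences came from the study's list of oligonucleotides. The labels do not say which DANCR siRNA was sequenced, and the study's source data name siDANCR1. Sites of 7 bases were searched in annotated 3' UTRs of at least 50 bases (11242 genes), pairing with siRNA bases 2 to 8 or with bases 2 to 7 followed by an A. For each of 16181 sites present in at least 50 genes, the Wald statistic, limited to at most 6 in size, was regressed on presence of the site with 3' UTR length and GC content, GC content of the rest of the transcript, mean count and transcript length as covariates. Ranks and t come from this fit. Differences on the log2 scale come from the same regression on log2 fold changes, also limited in size. Their SE treats genes as independent and may be too small. The t of the Wald fit had an SD of 1.24 over all sites. On simulated statistics for the 11242 genes, a site with an effect of 0.3 units was ranked first in 90% of 20 data sets, and one of 0.5 units in 100%. The simulated noise was independent between genes, which real statistics need not be.

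Alternatives covered the adjusted p threshold, a fold minimum, the set of genes adjusted over, an empirical null, centring, the ranking statistic, the inter-gene correlation, a rank test and the list members used. Removal of a trend in transcript GC content and length, and omission of genes with an siRNA seed site, were added after the data had been examined. The omission covered sites of the siDANCR1 antisense strand and of the control siRNA sense strand. Genes with sites of the other strands only were kept. Zebrafish libraries of the study were not analysed here.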

Results

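SK-MEL-28, a human cutaneous melanoma line, was transfected with an siRNA against DANCR or with a non-targeting control siRNA, and poly(A) RNA was sequenced. DANCR is a long noncoding RNA. The comparison asks which transcripts change when DANCR is depleted. There were 3 control and 3 siDANCR libraries. The authors' deposited table covers 13449 genes, with mean normalised counts that sum to 15059759. It gives no value per library, so errors below are the authors' SE of the log2 fold change and the number of libraries that share a direction is unknown here.

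DANCR itself fell most of the 13449 genes. Its log2 fold change in the authors' deposited table was −2.27 (SE 0.23, adjusted p = 2.32e-18, DESeq2), or 20.7% of the control level (95% interval 15.1% to 28.4%), at a mean of 425.9 normalised counts. The gene (ENSG00000226950) lies on the plus strand of chromosome 4 from 53578492 to 53589790 (GRCh37). The siDANCR1 target, CCCTTCAGTTACAATAGGA, lies at 53579737 to 53579755 in exon 3 of the 3-exon transcript DANCR-201 and in 7 of 14 annotated DANCR transcripts. Upstream of DANCR, USP46 on the opposite strand was not called, with a log2 fold change of 0.15 (SE 0.15) in the authors' deposited table. MITF at 0.17 (SE 0.13) and MYC at 0.24 (SE 0.11), both transcription factors that the study placed upstream of DANCR, were not called in the authors' deposited table either.

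**Figure D1:**
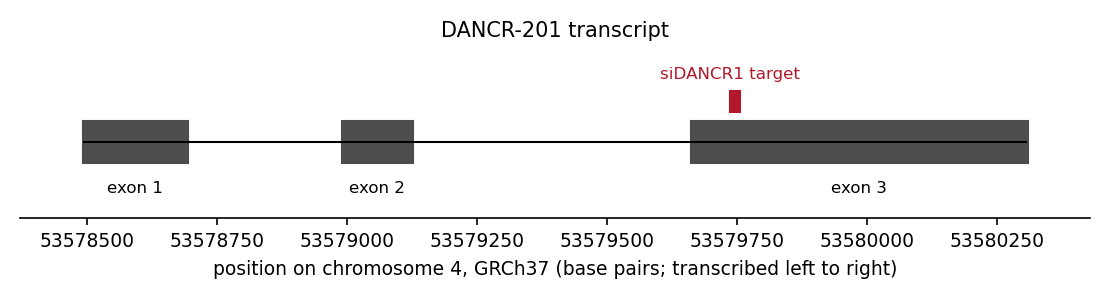
Exons of DANCR-201 (dark boxes) and the siDANCR1 target (red) on chromosome 4 of GRCh37, drawn to scale in base pairs. The target from 53579737 to 53579755 lies near the 5' end of exon 3.

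A total of 98 genes changed, with 55 higher and 43 lower in siDANCR cells than in control cells in the authors' deposited table. Most were protein coding, 52 of the genes that rose and 37 of those that fell. Changes were modest. The median log2 fold change was 0.65 among genes that rose and −0.73 among genes that fell in the authors' deposited table, and 9 and 14 of them changed at least 2-fold. An unadjusted p of at most 0.05 was reached by 931 genes, 502 higher and 429 lower.

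After DANCR, the strongest decrease among genes with a mean of at least 50 was that of VGF, a secreted neuropeptide precursor. Its log2 fold change was −1.42 (SE 0.17, adjusted p = 7.86e-13, DESeq2) in the authors' deposited table, at a mean of 68744 normalised counts. UBAP1L followed at −1.40 (SE 0.20) in the authors' deposited table. CHAC1, an enzyme that degrades glutathione, fell by 1.25 (SE 0.20) on the log2 scale and PTK2, which encodes focal adhesion kinase, fell by 1.15 (SE 0.15) in the authors' deposited table. DKK1, a secreted Wnt antagonist, fell by 1.14 (SE 0.29) and ATP6V0D2, a subunit of the vacuolar proton pump, fell by 1.09 (SE 0.22) in the authors' deposited table. The others were the vesicular glutamate transporter SLC17A7 at −1.04 (SE 0.28), the brain proteoglycan BCAN at −1.03 (SE 0.26) and the serine protease PRSS33 at −1.02 (SE 0.26) in the authors' deposited table.

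The strongest increase was that of NRP1, a co-receptor for semaphorins and vascular endothelial growth factor. Its log2 fold change was 1.64 (SE 0.27, adjusted p = 2.02e-06, DESeq2) in the authors' deposited table, at a mean of 87.5 normalised counts. ITIH6 rose by 1.52 (SE 0.34) and MPZL3 by 1.40 (SE 0.28) in the authors' deposited table. TXNIP, an inhibitor of thioredoxin, rose by 1.33 (SE 0.16, adjusted p = 7.86e-13, DESeq2) in the authors' deposited table. The peptidase inhibitor PI15 rose by 1.08 (SE 0.26), the thrombin receptor F2R by 1.07 (SE 0.19) and the calcification inhibitor MGP by 1.00 (SE 0.21) in the authors' deposited table. TPM4P3 was listed at 1.00 (SE 0.23) in the authors' deposited table, but it is a processed pseudogene of TPM4, which rose by 0.80 (SE 0.12), and reads shared with TPM4 leave its value uncertain.

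The study named several genes, chosen on these samples, and the 6 reported here were called, 4 higher and 2 lower, over all genes as well as adjusted over the list alone. GAS1, a growth arrest gene, rose by 0.72 (SE 0.16) in the authors' deposited table. The metalloproteinases MMP15 and MMP8 rose by 0.62 (SE 0.13) and 0.52 (SE 0.12), and the aldehyde dehydrogenase ALDH1A3 by 0.54 (SE 0.13), in the authors' deposited table. The cyclin-dependent kinase inhibitor CDKN1A was lower at −0.83 (SE 0.23, adjusted p = 0.037, DESeq2) and the cyclin CCND1 at −0.40 (SE 0.11, adjusted p = 0.026) in the authors' deposited table.

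Fold changes fell as transcript GC content rose (Spearman's rho = −0.405 across 13029 genes, which are not independent). With the trends in GC content and transcript length removed together, SLC17A7 (adjusted p = 0.135), BCAN (0.108), PRSS33 (0.157), PI15 (0.107) and CDKN1A (0.134) no longer passed. Their log2 fold changes of −1.04 (SE 0.28), −1.03 (SE 0.26), −1.02 (SE 0.26), 1.08 (SE 0.26) and −0.83 (SE 0.23) in the authors' deposited table became −0.95, −0.91, −0.86, 0.92 and −0.74. The removal gives no new SE, each fold moved by less than 1 of the authors' SE, and the calls ended because the Wald statistics moved towards 0. The 3' UTRs of F2R, MGP, CCND1 and USP46 hold a 7-base seed site of the siDANCR1 antisense strand. That of GAS1 holds one of the control siRNA sense strand. Sites of the other strands were not counted here, such as TGAAGGA of the siDANCR1 sense strand, in 9 called genes that rose and 8 that fell.

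**Figure D2:**
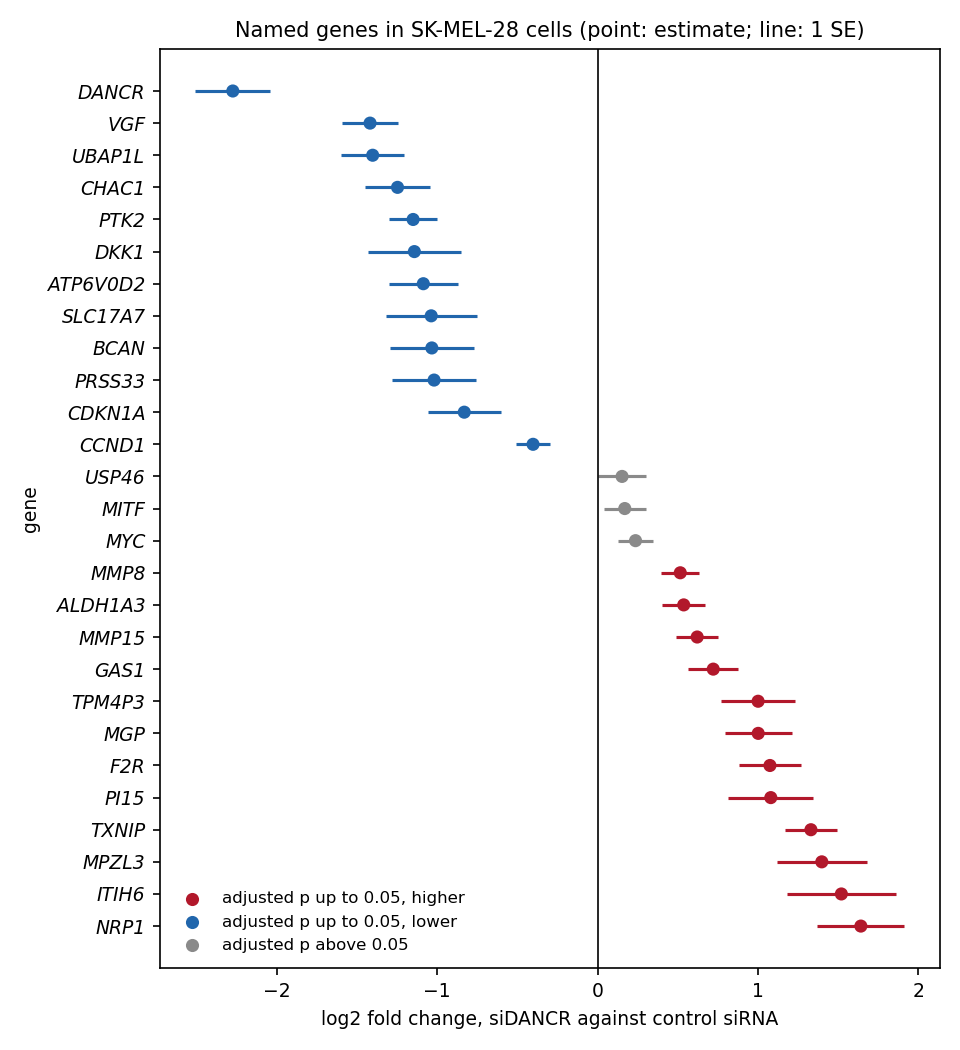
Log2 fold change of siDANCR against control (horizontal axis) for named genes (vertical axis), with points for the authors' estimates and lines for 1 SE. DANCR at −2.27 lies furthest to the left and NRP1 at 1.64 furthest to the right, and USP46, MITF and MYC in grey were not called.

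Genes of the amino acid stress response driven by ATF4 fell together. Of 28 measured members, 3 fell, none rose and 25 did not pass. CHAC1 was joined by the asparagine synthetase ASNS at −0.78 (SE 0.16) and the cystathionine synthase CBS at −0.73 (SE 0.19) in the authors' deposited table, and 26 of the 28 estimates were negative, with a median of −0.34. The folate enzyme MTHFD2 stood at −0.40 (SE 0.12) without passing over all genes. The list lay lower than other genes (cameraPR in limma, adjusted p = 3.08e-17), and adjusted over the list alone 12 members fell. It was written after the study's called genes had been read and holds 3 of them, so this p is no independent support. Without the called genes the list still lay lower (adjusted p = 1.87e-12, cameraPR in limma). Genes for endoplasmic reticulum chaperones did not pass as a set (19 measured, none called, adjusted p = 0.131, cameraPR in limma), and 17 of their 19 estimates were positive. SEL1L at 0.36 (SE 0.21) and HSPA5 at 0.19 (SE 0.15) in the authors' deposited table are examples.

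Called genes of the extracellular matrix list mostly rose. Of 26 measured members, 8 rose, 1 fell and 17 did not pass, and adjusted over the list alone 10 rose and 3 fell. The matricellular protein THBS1 rose by 0.84 (SE 0.14) and the lysyl oxidase LOXL3 by 0.59 (SE 0.11), while EMILIN2 was lower at −0.61 (SE 0.13), in the authors' deposited table. As a set the list lay higher (adjusted p = 1.17e-05, cameraPR in limma), with a median of 0.06. The list was written after the study's called genes had been read, so this p is no independent support. Without the called genes the list lay lower and did not pass (adjusted p = 0.861, cameraPR in limma), a weakening that is built in. A rank test gave an adjusted p of 0.299, and without genes holding an siRNA seed site it was 0.367. That omission removed 4 of the 9 called members, THBS1, LOXL3 and MGP with siDANCR1 sites and TIMP3 with a site of the control siRNA, and is no test of a seed effect.

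In the list of dedifferentiated and neural crest melanoma markers, 4 of 16 measured members rose, none fell and 12 did not pass. They were NRP1, THBS1, the hyaluronan receptor CD44 at 0.47 (SE 0.10) and ALDH1A3 in the authors' deposited table. Adjusted over the list alone, 5 rose and 1 fell. The list lay higher as a set (adjusted p = 1.17e-05, cameraPR in limma), but not in a rank test (adjusted p = 0.135). Of 18 measured targets of YAP and TEAD, 2 rose, none fell and 16 did not pass, and 3 rose adjusted over the list alone. They were CCN2 at 0.53 (SE 0.12) and IGFBP3 at 0.53 (SE 0.13) in the authors' deposited table, and the IGFBP3 3' UTR holds a siDANCR1 seed site. The list lay higher (adjusted p = 0.00145, cameraPR in limma), again not in a rank test (adjusted p = 0.104). The melanoma marker list and the YAP and TEAD list were also written after the called genes had been read. Without those genes neither passed (adjusted p = 0.831 and 0.177, cameraPR in limma), a weakening that is built in.

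**Figure D3:**
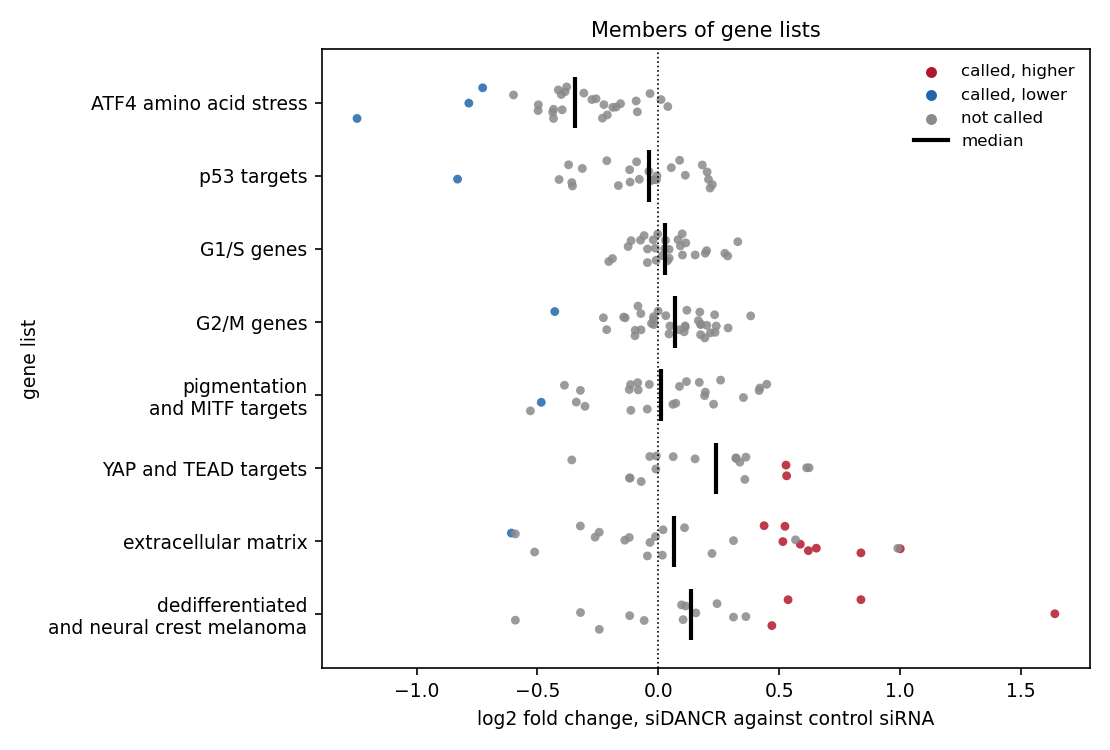
Log2 fold change of each measured member (points, horizontal axis) in 8 gene lists (vertical axis), with the list median as a black bar and called members in colour. The median of the ATF4 list lies at −0.34, while the extracellular matrix list has a median of 0.06 and 8 called members to the right.

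Genes of proliferation and pigmentation did not change as groups. None of 29 measured G1/S genes was called, over all genes or adjusted over the list alone (adjusted p of the set = 0.529, cameraPR in limma), with UNG at 0.33 (SE 0.14) and RRM2 at 0.28 (SE 0.13) in the authors' deposited table. Of 36 measured G2/M genes, 35 did not pass and the kinase gene CIT fell, at −0.43 (SE 0.11) in the authors' deposited table (adjusted p of the set = 0.437, cameraPR in limma). Of 25 p53 targets, CDKN1A fell and 24 did not pass (adjusted p of the set = 0.402, cameraPR in limma), with GADD45A at −0.36 (SE 0.16) and PLK3 at −0.37 (SE 0.21) in the authors' deposited table, and 17 of the 25 estimates were negative. Of 26 pigmentation genes and MITF targets, TRPM1 fell, at −0.48 (SE 0.13), and 25 did not pass, among them DCT at −0.53 (SE 0.18) and PMEL at −0.32 (SE 0.12), in the authors' deposited table (adjusted p of the set = 0.897, cameraPR in limma). Adjusted over the list alone, 1 G2/M gene, 1 p53 target and 2 pigmentation genes fell. The test recovered few lists with a small shift in simulated data with independent genes, so a small common change in these groups could have gone undetected here.

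Adhesion genes moved in both directions. Of 31 measured focal adhesion and integrin genes, PTK2 and ITGA7 fell, ITGA9 rose and 28 did not pass (adjusted p of the set = 0.897, cameraPR in limma). ITGA7 stood at −0.87 (SE 0.19) and ITGA9 at 0.72 (SE 0.18) in the authors' deposited table. Adjusted over the list alone, 2 rose and 2 fell. Of 18 actin and serum response factor targets, TPM4 rose and 17 did not pass, over all genes and adjusted over the list alone (adjusted p of the set = 0.416, cameraPR in limma), and the TPM4 3' UTR holds a seed site of the control siRNA. The apoptosis list, with 25 measured genes, did not pass as a set (adjusted p = 0.198, cameraPR in limma). BCL2L11 at 0.37 (SE 0.17) and CASP8 at 0.23 (SE 0.13) in the authors' deposited table did not pass. Of 18 genes of MAPK output, CCND1 fell and 17 did not pass, also adjusted over the list alone (adjusted p of the set = 0.897, cameraPR in limma). Of 26 MYC and nucleolar targets, the transferrin receptor gene TFRC rose, at 0.62 (SE 0.15) in the authors' deposited table, and 25 did not pass (adjusted p of the set = 0.697, cameraPR in limma). TFRC has seed sites of both siRNAs, and 2 members of this list rose adjusted over the list alone.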

Values the study reported

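The study reported that a DANCR siRNA lowered DANCR transcript levels by about 85% in SK-MEL-28 cells, a larger fall than the deposited fold change given above. It counted 98 genes with changed expression against the control siRNA at a DESeq2 adjusted p of at most 0.05, of which 55 were higher. The study also measured selected target genes by RT-qPCR in A375 melanoma cells after depletion with separate DANCR siRNAs. It reported changes that went with the SK-MEL-28 sequencing.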

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

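Removal of the GC content and length trend and omission of genes with a seed site were chosen after the data had been examined, and the other alternatives before. No paired analysis was possible because the columns carry no values per library. For the same reason the planned edgeR and DESeq2 fits, size factors, low-count filters on counts, pseudocounts, the omission of single libraries, the estimated inter-gene correlation and other splits of the samples could not be run, so neither other groupings of the 6 libraries nor a single deviating library was examined. The filter on low values of the table was already set by the authors.

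DANCR stayed lower in all 10 alternatives, with log2 fold changes from −2.29 to −2.27 and an adjusted p of at most 2.32e-18. Only centring and removal of the GC content and length trends recompute its fold change, so most of this stability is by construction. The 98 calls became 59 at an adjusted p of 0.01, 150 at 0.1 and 23 with an absolute log2 fold change of at least 1, by construction. An absolute log2 fold change of at least 0.5 kept 87. Adjustment over genes with a mean of at least 50 gave 94, the empirical null 98, centring on the median 97, removal of the GC content and length trends together 76 (70 shared with the 98) and omission of genes with a seed site 76, with 38 higher and 38 lower. Adjustment over all genes with a p changed nothing. Omission of genes with a seed site only deletes calls, as the p-values were not adjusted again.

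The ATF4 list passed in all 7 list alternatives, with adjusted p from 3.02e-19 to 5.65e-09. With an inter-gene correlation of 0.05 all 4 lists passed, the highest adjusted p being 0.020 for YAP and TEAD targets. A rank test, and omission of genes called by the study, each left 1 of the 4 lists past the threshold. In the rank test the adjusted p was 0.299 for extracellular matrix, 0.135 for dedifferentiated and neural crest melanoma and 0.104 for YAP and TEAD targets. Without genes called by the study these were 0.861 (now lower), 0.831 and 0.177, a weakening that is built in because the members removed were picked by their calls on the same data. Without genes with a seed site, among them 4 of its 9 called members, extracellular matrix stood at 0.367, and the cause was not tested. Among lists that did not pass, the direction turned for pigmentation (log2 fold change as the ranking statistic 0.975, rank test 0.976, without called genes 0.960), focal adhesion (0.957, 0.797 and 0.546 in the same order), MYC targets (rank test 0.958, without seed sites 0.682), and cholesterol synthesis and RNA interference machinery (both 0.875 without seed sites), all values being adjusted p. Called members summed over the lists were 31 over all genes and 54 adjusted over the list alone.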

Other observations

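The tests of seed pairing and of GC content, length or expression behind the seed sites were chosen after the sites had been seen to stand out. The tests of microRNA release and of the GC trend were set before their values were known, except that the one of microRNA release was run first on the canonical DANCR transcript, and those on the 3-exon transcript and on all 14 transcripts were added after it had come out low.

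Some called genes lay outside the main groups and were picked after their values were seen. Of the genes with a mean under 50, the antisense lncRNAs ZFPM2-AS1, MRPL23-AS1 and IGFL2-AS1 fell, at −2.00 (SE 0.47), −1.92 (SE 0.44) and −1.49 (SE 0.40), and SCART1 fell at −1.31 (SE 0.34), in the authors' deposited table. Whether counting used the strand is not given in the sources used here, so reads of antisense genes are uncertain. In the hypoxia list of 25 measured genes, VEGFA fell, at −0.70 (SE 0.15), EPAS1 rose, at 0.56 (SE 0.14), and 23 did not pass in the authors' deposited table, with the same counts adjusted over the list alone (adjusted p of the set = 0.427, cameraPR in limma). VEGFA encodes a ligand of the co-receptor NRP1.

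Other lists held few changes. Of 28 genes of the lysosome and vacuolar ATPase, ATP6V0D2 fell and 27 did not pass, also adjusted over the list alone (adjusted p of the set = 0.130, cameraPR in limma). None of 22 interferon response genes was called over all genes (adjusted p of the set = 0.897). ISG15, at −1.23 (SE 0.35) in the authors' deposited table, passed adjusted over the list alone. None of 22 cholesterol synthesis genes (adjusted p of the set = 0.897), 19 snoRNA host lncRNAs (0.529), 7 genes near DANCR (0.446) or 12 genes of the RNA interference machinery (0.897, all from cameraPR in limma) was called, over all genes or adjusted over the list alone. Markers of other cells were measured for 3 keratinocyte and epithelial, 2 fibroblast and 2 immune and blood genes, and none was called over all genes. CDH1 at 0.42 (SE 0.16), LUM at 0.39 (SE 0.14) and CD68 at −0.86 (SE 0.32) in the authors' deposited table passed adjusted over the list alone.

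Genes with a 3' UTR site for the seed of the siDANCR1 antisense strand lay lower in siDANCR cells, by 0.041 (SE 0.0064) on the log2 scale for AATAGGA in 1472 genes, once GC content, length and expression were accounted for. Without that adjustment their median log2 fold change was 0.044, against 0.0015 in genes without it. AATAGGA ranked 1 from the bottom of 16181 sites, and the difference grew with pairing from −0.0061 for 6 bases to −0.081 for 8, so seed pairing of the siRNA may account for it. The adjusted t of −6.89 is no test of GC content, length or expression, because its limit was set after the rank was known. TGAAGGA of the siDANCR1 sense strand also ranked low, at 133. So did AGGCGCA of siDANCR2, not the siRNA named for these libraries, at 143, while the other siDANCR2 antisense site, TAGGCGC, ranked 6411. Release of microRNAs that bind DANCR stays open, because its test left out sites overlapping the siRNA target, AATAGGA among them. For the remaining sites of all 14 DANCR transcripts, a share of 0.0001 of matched random sets had a mean t as low, the smallest possible. The canonical transcript alone gave the same share, and the 3-exon transcript gave 0.995. Sites of a transcript overlap each other while the random sites were drawn singly, so no conclusion is drawn from these shares. A site lay in 5 of 37 called genes that fell (among them CCND1, DCTN5, SFXN3 and TRAK2) against 3.99 expected in genes of like 3' UTR length and GC content (p = 0.364, permutation, one-sided), and in 10 of 52 that rose against 10.8 expected (p = 0.676), so neither count stood out.

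Genes with a site for the seed of the sense strand of the control siRNA lay higher in siDANCR cells, by 0.086 (SE 0.014) on the log2 scale for TCGGAGA in 236 genes. This site ranked 1 from the top of 16181, so seed pairing of the control siRNA in control cells may account for it. Its adjusted t of 7.77 is no test of GC content, length or expression, because the limit was set after the rank was known. Such a site lay in 8 of 52 called genes that rose (CHST14, G3BP2, GAS1, MESD, PRSS23, TFRC, TIMP3 and TPM4) against 2.27 expected (p = 0.0019, adjusted over 4 such tests 0.0076, permutation, one-sided), and in 0 of 37 that fell. The called genes are part of the statistics that ranked the site first, so their count is no independent support. Adjustment over 4 tests does not cover that choice of site. The draws were not matched on mean count, whose median was 786.4 in called genes that rose and 322.5 in all genes. From the top, the control antisense sites TGTCACG and GTCACGA ranked 367 and 7493. The hypothesis is that some increases reflect repression in control cells and not loss of DANCR. A response of genes with the site to DANCR stays open, as untested.

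Median log2 fold change went from 0.12 in the tenth of genes with the lowest transcript GC content to −0.14 in that with the highest, a slope of −0.099 (SE 0.0022) per 10 percentage points. The slope in lncRNAs and pseudogenes was 117% of that in protein-coding genes, which is consistent with GC bias of the libraries. Genes with no seed site of any of the siRNAs, on either strand, had 104% of the slope of all genes searched. That argues against seed sites in AT-rich 3' UTRs as the cause of the slope. A response to DANCR that follows GC content stays open, since values per library, needed to see whether single libraries carry the trend, were not used here.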
